A study of Mus musculus with 6 samples.

How the data were processed

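Total RNA of bone marrow derived macrophages was extracted, made into libraries with an Illumina TruSeq RNA kit and sequenced on a HiSeq instrument, per the labels' protocols. The deposited table holds raw read counts per Ensembl gene, with 1 column for each of the 6 libraries, per the file headers. The tools named are FastQC 0.11.2, cutadapt 1.9, Subread, featureCounts 1.4.6-p4 and edgeR 3.18.1, and the builds mm10 and GRCm38, per the submitters' processing notes, which as used here give no role or order. The annotation release, the strand setting and the treatment of reads with several matches are not given in the sources used here. These settings affect genes that overlap on opposite strands and genes with near-identical copies, which are described as uncertain.

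Libraries were grouped by the genotype in their labels, 3 AEG-1 KO and 3 WT. Totals ran from 42548170 to 58947230 counts, so that 1 CPM was 42.5 reads in the smallest library, and the median tested gene had 683 counts per library. Of the 46983 gene identifiers, 46488 matched a symbol and a GRCm38 position in GENCODE mouse release 21 and 495 did not. All 37 mitochondrially encoded genes had a count of 0 in the table and were of no use as a quality measure. Replicates were compared by a chi-square test of their counts, whose statistic per degree of freedom was 5.21 to 17.79 within a genotype, so no library was a duplicate of another.

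Genes were filtered with filterByExpr (minimum count 10), scaled by TMM and tested with the edgeR 4.0.16 quasi-likelihood test (glmQLFit with legacy set to false) in R 4.3.3, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 16115 genes tested and called at 0.05. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the F statistic. CPM are counts scaled to library size with the TMM factors, and log2 CPM used a prior count of 2. Gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 34 lists of 5 or more tested members. Camera with an estimated correlation and fry were alternatives. The design, these alternatives, those listed below as set beforehand and the 36 gene lists were fixed before the data were examined. Of 1108 list members 1105 were matched.

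The genes named were set by a rule fixed at the same time. It took Mtdh; the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM, groups that do not overlap and a named symbol; the 5 most abundant called genes with an absolute log2 fold change of at least 0.5; up to 4 members with the smallest adjusted p of each list with a call, or up to 2 with the smallest p of a list without; and the 5 called genes with the smallest p not yet named. Other genes named were chosen after their values were seen.

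Near-identical copies were sought by aligning transcripts with BLAST+ 2.17.0, counting other genes with at least 95% identity over at least 100 nucleotides. The same search gave 1579 of the 2323 tested pseudogenes a closest protein-coding relative.

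The fit was tested on simulated data drawn from the means, dispersions and library sizes of these libraries, with 100 genes changed by a log2 fold change of 1 and 100 by 0.5. In the simulated AEG-1 KO against WT comparison over 15966 genes, edgeR recovered 94% of the larger and 81% of the smaller changes, none in the wrong direction. Of its 195 calls 20 were false, or 10.26%, above the nominal 5%. With counts drawn from the trended dispersion, over 15953 genes, the share of false calls was 6.57%. Camera found 2 of 2 moved lists and called 0 of 30 unmoved lists in simulated data without correlation between genes.

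Alternatives set beforehand were RLE, upper-quartile and no scaling factors, no filter and a stricter filter on low counts, DESeq2 1.42.0, limma-voom, the edgeR exact test, robust and legacy fits, the replicate number as a block, stricter thresholds, and leaving out each library in turn. Alternatives added after seeing the data were removal of a smooth trend on gene length and GC content (mgcv 1.9.3), thinning to equal depth, and leaving out chromosome 15 or pseudogenes. The scalings put 48.5% to 52.7% of called genes on the higher side, and the median log2 fold change of all genes at 0.00 to 0.01.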

Results

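RNA was sequenced from bone marrow derived macrophages, which are cells grown from mouse marrow in medium that drives them to become macrophages. Per the labels, marrow from the femurs of C57BL/6 wild-type (WT) mice and of AEG-1 knockout (AEG-1 KO) mice was cultured for 7 days with 20% L929 conditioned medium and 10% serum, and the cells received no treatment. AEG-1 (astrocyte elevated gene-1) is the protein of the gene Mtdh, known as a binding partner of RNA-handling and transcription proteins. The deposited table held whole-number read counts for 46983 genes in 6 libraries, 3 per genotype. Total counts were 45213902, 58947230 and 42548170 in WT replicates 1 to 3. They were 44953910, 42606108 and 44890653 in AEG-1 KO replicates 1 to 3. The labels do not say whether the replicates came from separate animals or cultures, so the p-values measure the spread between these libraries, which may be technical. The first principal component held 39.6% of the variance. Along it, the 3 WT libraries lay between -19.47 and -13.63 and the 3 AEG-1 KO libraries between 11.76 and 22.31. Pearson's r across genes was 0.994 to 0.996 within a genotype and 0.992 to 0.994 between genotypes.

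The targeted gene was nearly silent in every AEG-1 KO library. Mtdh (ENSMUSG00000022255, GRCm38 chromosome 15, 34082694 to 34145624) had 11560, 14849 and 11806 reads in WT replicates 1 to 3 and 15, 22 and 15 reads in AEG-1 KO replicates 1 to 3. Its level was 262 ± 9.97 CPM (CPM, counts scaled to library size with TMM normalization; SD, n = 3) in WT and 0.395 ± 0.106 CPM in AEG-1 KO, or 0.151% of WT. The log2 fold change was -9.37 ± 0.10 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.62e-11). All 6 libraries therefore carried the Mtdh level of their label. The sources used here do not say which part of the gene was deleted.

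The comparison of AEG-1 KO with WT asked which transcripts differ between untreated macrophages with and without AEG-1. Several of the largest changes lay beside Mtdh on chromosome 15. As groups, the monocyte and progenitor list and the adhesion, migration and matrix remodelling list were higher in AEG-1 KO and the unfolded protein and integrated stress response list was lower, all 3 also with an estimated correlation (camera adjusted p = 0.0289, 0.0289 and 0.0297). Monocyte, neutrophil and stromal markers had median log2 fold changes of 0.45, 0.49 and 0.70 in the same libraries. The neutrophil and stromal lists were called higher only at the preset correlation. Thbs1, which encodes the matrix protein thrombospondin 1, rose 2.35-fold, and Marco, an abundant scavenger receptor, fell to 0.649 of its WT level. Most changes were small: 71.7% of the changed genes moved by under 0.5 on the log2 scale. Of 16115 genes tested with edgeR, 1023 (6.35%) passed an adjusted p of 0.05, 533 higher and 490 lower in AEG-1 KO. At an absolute log2 fold change of at least 1, 37 of these were higher and 29 lower. The groups did not overlap in 4311 genes (26.8%), where chance gives 10%. The count of changed genes was 964, 441 and 1092 without WT replicates 1, 2 and 3. It was 667, 380 and 606 without AEG-1 KO replicates 1, 2 and 3. It was 2278 with a trend on gene length and GC content removed, an alternative chosen after the data were seen.

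**Figure D1:**
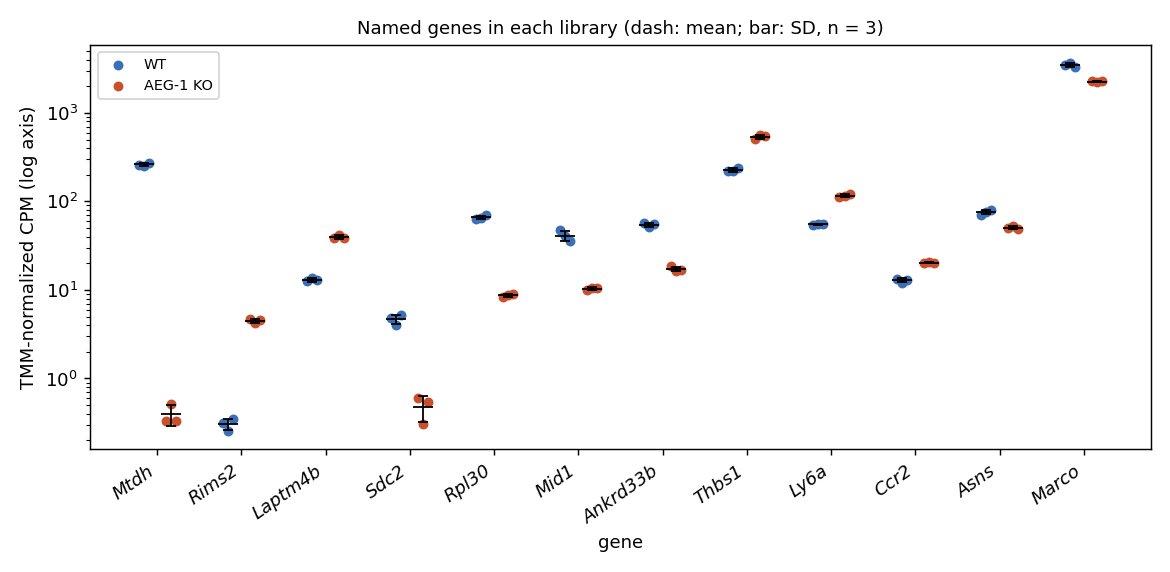
TMM-normalized CPM of 12 named genes in each library (points, log axis), with the group mean (dash) and SD (bar, n = 3) for WT (blue) and AEG-1 KO (red). Mtdh lies at 254 to 273 CPM in the WT libraries and at 0.333 to 0.517 CPM in the AEG-1 KO libraries.

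Several of the largest changes lay in genes next to Mtdh. Of 25 measured neighbours of Mtdh, 3 rose, 9 fell and 13 did not pass the test, and 16 passed when adjusted over the list alone. Laptm4b, a lysosomal membrane protein gene that starts at 34238028, rose from 13.1 ± 0.656 to 39.5 ± 1.83 CPM (SD, n = 3; log2 fold change 1.59 ± 0.06 SE, edgeR adjusted p = 3.25e-06). Sdc2, a cell surface proteoglycan gene, fell from 4.67 ± 0.578 to 0.48 ± 0.155 CPM (log2 fold change -3.26 ± 0.21 SE, edgeR adjusted p = 5.69e-05), and Cpq fell by 0.70 on the log2 scale (edgeR adjusted p = 0.000101). Rpl30, a ribosomal protein gene, fell from 65.9 ± 3.35 to 8.7 ± 0.347 CPM (edgeR adjusted p = 2.35e-08). Its value is uncertain, because 14 other genes share a near-identical stretch with it. Camera placed the list lower than other genes (adjusted p = 1.99e-09, and 0.112 with an estimated correlation). Over all tested genes within 20 Mb of Mtdh, 12 were called higher and 13 lower.

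**Figure D2:**
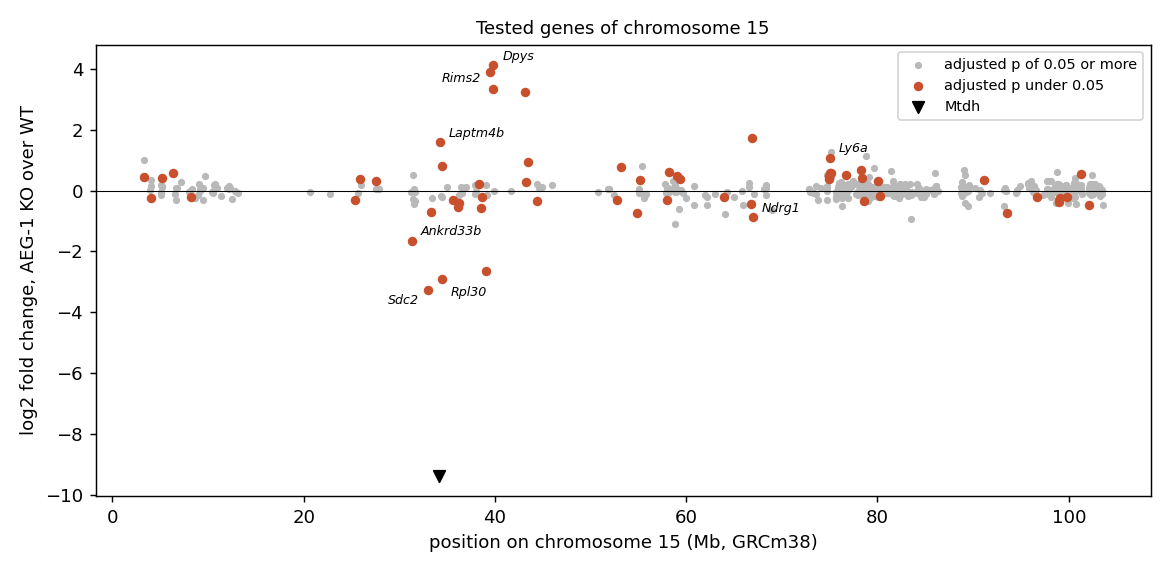
Log2 fold change (AEG-1 KO over WT) of each tested gene of chromosome 15 against its GRCm38 position in Mb, with genes at an edgeR adjusted p under 0.05 in red and Mtdh as a triangle. Within 20 Mb of Mtdh, 25 of 66 genes are red, against 35 of 477 on the rest of the chromosome.

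Further named genes lay on chromosome 15. Of these, Rims2, Ankrd33b and Azin1 lay within 20 Mb of Mtdh, with starts at 39198261, 31291478 and 38487427. Ly6a and Csf2rb2 lay further away, with starts at 74994877 and 78282507. Rims2, known for its role in vesicle release, rose from 0.305 ± 0.0457 to 4.47 ± 0.261 CPM (log2 fold change 3.88 ± 0.16 SE, edgeR adjusted p = 3.67e-06). Ankrd33b fell from 54.3 ± 3.05 to 17.2 ± 1.04 CPM (edgeR adjusted p = 3.25e-06), and Azin1, an inhibitor of antizyme, fell from 501 ± 18.8 to 340 ± 7.03 CPM (edgeR adjusted p = 0.000165). Ly6a, the Sca-1 surface antigen gene, rose from 55 ± 0.941 to 116 ± 4.66 CPM (edgeR adjusted p = 3.92e-06), and Csf2rb2, a cytokine receptor subunit gene with a near-identical copy in Csf2rb, rose by a log2 fold change of 0.67 (edgeR adjusted p = 5.69e-05). Gm12191 on chromosome 11, a pseudogene whose closest protein-coding relative is Rpl30, rose from 30.3 ± 2.66 to 91.9 ± 6.85 CPM (edgeR adjusted p = 9.47e-06) and is uncertain for the same reason as Rpl30.

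On other chromosomes, the named genes that fell included Mid1, an X-linked ubiquitin ligase gene, and Nrxn2, a cell adhesion gene. Mid1 fell from 41.2 ± 5.65 to 10.3 ± 0.357 CPM (edgeR adjusted p = 1.07e-05). Nrxn2 fell by 1.34, Eps8l1 by 1.26, Flvcr2 by 1.19, Cd209f by 1.10, Myo15b by 1.07 and Camkk1 by 1.05 on the log2 scale (edgeR adjusted p from 0.00043 to 0.0054). Cd28, a costimulatory receptor gene, rose from 23.4 ± 0.752 to 47.6 ± 1.35 CPM (edgeR adjusted p = 1.07e-05). Slc40a1, the iron exporter ferroportin, rose from 92.1 ± 1.09 to 172 ± 11.1 CPM (edgeR adjusted p = 3.71e-05), and Hpse, a heparan sulfate-cleaving enzyme gene, rose by a log2 fold change of 0.66 (edgeR adjusted p = 5.97e-05). Among abundant transcripts, Slc13a3, a dicarboxylate transporter gene, fell from 2519 ± 177 to 1471 ± 47.8 CPM (edgeR adjusted p = 0.00012). Strand use in counting was not given in the sources used here, so the values of genes that overlap a gene on the other strand are uncertain. Among the genes named here these were Thbs1, Mid1, Nrxn2, Eps8l1, Myo15b, Cpq, Azin1, Rpl30, Ndrg1, F13a1, Tnc, Ccn2, Csf1r, Vcam1, Hspd1, Hspe1, Usp18, Pax5, Acp5, G6pdx, Atp5o and Xist. Col3a1, Ugdh, Csf2rb2 and Hspa8 overlap a gene on the same strand and are uncertain too. So are Mid1, Laptm4b, Sdc2, Cd209f, Cd300lf, Isg15, Plin2, Acot1, Blnk, Stip1, Hspa8, Hspd1, Hspe1 and Cenpa, which share a near-identical stretch with other genes, in Cenpa with 36.

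Monocyte and progenitor markers were higher as a group in AEG-1 KO. Of 19 measured members, 8 rose, none fell and 11 did not pass the test; 11 passed when adjusted over the list alone. Ccr2, the receptor that draws monocytes to tissue, rose from 12.8 ± 0.687 to 20.4 ± 0.385 CPM (log2 fold change 0.67 ± 0.06 SE, edgeR adjusted p = 0.000493). Plac8 rose by a log2 fold change of 0.88 ± 0.10 (edgeR adjusted p = 0.00117), and F13a1 by 0.60 ± 0.07 (edgeR adjusted p = 0.00162). Camera called the list higher (adjusted p = 1.26e-10), also with an estimated correlation (adjusted p = 0.0289). Of 23 neutrophil markers, 6 rose, 2 fell and 15 did not pass, and 15 passed when adjusted over the list alone. The granule genes Ngp and Ltf rose by log2 fold changes of 0.65 and 0.62 (edgeR adjusted p = 0.0016 and 0.00252), while Mmp9, a gelatinase that macrophages also make, fell by 0.42 on the log2 scale (edgeR adjusted p = 0.00552). The neutrophil list was called higher (camera adjusted p = 1.24e-05; adjusted p = 0.112 with an estimated correlation).

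Fibroblast, stromal and endothelial markers had the highest median log2 fold change of the tested lists, 0.70, at low levels. Of 22 measured members 8 rose, 1 fell and 13 did not pass the test, and 18 passed when adjusted over the list alone (camera adjusted p = 2.42e-08; adjusted p = 0.106 with an estimated correlation). Col1a2, a fibrillar collagen gene, rose from 1.24 ± 0.0889 to 2.37 ± 0.176 CPM (edgeR adjusted p = 0.00412), Col6a2 from 0.486 ± 0.0726 to 1.19 ± 0.133 CPM (edgeR adjusted p = 0.00513), and the endothelial marker Pecam1, which macrophages also express, fell by 0.32 on the log2 scale (edgeR adjusted p = 0.00364). Other matrix genes with log2 fold changes above 1 included Tnc, Aebp1, Col3a1, Ccn2, Col6a1 and Col6a3, at 1.03 to 1.19 (edgeR adjusted p from 0.00356 to 0.0348). The call of Col3a1 was lost without each library in turn except WT replicate 3 (edgeR adjusted p from 0.0571 to 0.133). That of Col6a1 was lost without WT replicate 2, AEG-1 KO replicate 2 or AEG-1 KO replicate 3 (edgeR adjusted p = 0.109, 0.119 and 0.0707).

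Genes of adhesion, migration and matrix remodelling were higher as a group in AEG-1 KO. Of 49 members of the adhesion, migration and matrix remodelling list, 17 rose, 5 fell, Pecam1 among them, and 27 did not pass the test; 36 passed when adjusted over the list alone. Thbs1 rose from 228 ± 10.8 to 535 ± 25.6 CPM (log2 fold change 1.23 ± 0.05 SE, edgeR adjusted p = 3.67e-06). The chemokine receptors Ccr1 and Cxcr4 rose by log2 fold changes of 0.92 and 0.80 (edgeR adjusted p = 0.000149 and 0.000178). Camera called the list higher (adjusted p = 1.26e-10), also with an estimated correlation (adjusted p = 0.0289). It shares 3 members with the monocyte and progenitor list. Monocyte, neutrophil and stromal markers, with median log2 fold changes of 0.45, 0.49 and 0.70, were higher in the same libraries.

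The unfolded protein and integrated stress response list was lower as a group in AEG-1 KO. Of 38 measured members, 1 rose, 13 fell and 24 did not pass the test, and 16 passed when adjusted over the list alone. In a division made after the values were seen, 20 members assigned to the transcription factor ATF4 held 11 falls and no rise. The 18 endoplasmic reticulum chaperone members held 2 falls and 1 rise, with a median log2 fold change of -0.01. Slc7a5, an amino acid transporter gene, fell from 24.2 ± 1.78 to 14.3 ± 0.379 CPM (log2 fold change -0.76 ± 0.07 SE, edgeR adjusted p = 0.000394). Asns, which makes asparagine, Mthfd2, of mitochondrial folate metabolism, and Psat1, of serine synthesis, fell by 0.58, 0.60 and 0.53 on the log2 scale (edgeR adjusted p = 0.000543, 0.000252 and 0.000899). Camera called the list lower (adjusted p = 1.52e-08), also with an estimated correlation (adjusted p = 0.0297). Median log2 fold changes of monocyte, neutrophil and stromal markers were 0.45, 0.49 and 0.70 in the same libraries. Of 16 heat shock genes, none rose and 5 fell, with 9 past the test when adjusted over the list alone. Stip1 and Hspa8 fell by 0.29 and 0.21 on the log2 scale (edgeR adjusted p = 0.00789 and 0.0174). Hspa8 lost its call without WT replicate 2, AEG-1 KO replicate 2 or AEG-1 KO replicate 3 (edgeR adjusted p = 0.0861, 0.0867 and 0.0586), and Stip1 without AEG-1 KO replicate 2 (edgeR adjusted p = 0.0534). Hspe1 and Hspd1, which also fell, lost theirs in 4 and 5 of the 6 fits without 1 library. Among these was the fit without AEG-1 KO replicate 2 (edgeR adjusted p = 0.128 and 0.142). The heat shock list was called lower (camera adjusted p = 0.00231; adjusted p = 0.137 with an estimated correlation).

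Camera called the phagocytic and scavenger receptor, pan-macrophage and lysosomal lists higher at the preset correlation, but none of them at an estimated one (adjusted p = 0.0921, 0.165 and 0.164 with an estimated correlation), in libraries where monocyte, neutrophil and stromal markers also had median log2 fold changes of 0.45, 0.49 and 0.70. The lists overlap: of 27 pan-macrophage markers, 12 are also in the list of phagocytic and scavenger receptors and 5 in the lysosomal list. Of 42 phagocytic and scavenger receptors, 15 rose, 2 fell and 25 did not pass the test (24 changed when adjusted over the list alone; camera adjusted p = 2.42e-08; adjusted p = 0.0921 with an estimated correlation). Axl, a receptor for dying cells, rose from 155 ± 7.99 to 244 ± 10.4 CPM (edgeR adjusted p = 0.000196), and Cd300lf by a log2 fold change of 0.64 (edgeR adjusted p = 0.000899), while Marco fell from 3477 ± 179 to 2257 ± 45.4 CPM (edgeR adjusted p = 0.000149). Of the pan-macrophage markers, 7 rose and 2 fell (19 changed when adjusted over the list alone; camera adjusted p = 1.04e-05; adjusted p = 0.165 with an estimated correlation). Csf1r, the receptor for the growth factor that L929 medium supplies, rose from 1941 ± 64.8 to 2526 ± 39.7 CPM (edgeR adjusted p = 0.000919), and Mertk, Mrc1 and Cd14 rose by log2 fold changes of 0.39, 0.42 and 0.35 (edgeR adjusted p = 0.00101, 0.00117 and 0.0016). Of 41 lysosomal genes, 14 rose and 1 fell (22 changed when adjusted over the list alone; camera adjusted p = 5.53e-07; adjusted p = 0.164 with an estimated correlation). Among them were Scarb2 and Lipa, at log2 fold changes of 0.33 and 0.24 (edgeR adjusted p = 0.00178 and 0.00808). Lipa lost its call without AEG-1 KO replicate 2 (edgeR adjusted p = 0.0549).

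In the same libraries, with median log2 fold changes of 0.45, 0.49 and 0.70 in monocyte, neutrophil and stromal markers, camera called 3 further lists higher at the preset correlation, each without a call at an estimated one. LXR and RXR target genes, many of them in cholesterol export, rose in 9 of 27 cases with none falling (11 changed when adjusted over the list alone; camera adjusted p = 2.42e-08; adjusted p = 0.112 with an estimated correlation). Cd5l, a secreted macrophage protein gene, rose from 463 ± 13.2 to 676 ± 20.1 CPM (edgeR adjusted p = 0.000165), and Abca1, the cholesterol exporter, from 715 ± 12.2 to 909 ± 18.8 CPM (edgeR adjusted p = 0.00101). Of 24 genes of MHC class II and antigen presentation, 8 rose and none fell (11 changed when adjusted over the list alone; camera adjusted p = 1.25e-06; adjusted p = 0.171 with an estimated correlation). The costimulatory ligands Cd80 and Cd86 rose by log2 fold changes of 0.48 and 0.38 (edgeR adjusted p = 0.00569 and 0.00814), and H2-Eb1 by 0.86 (edgeR adjusted p = 0.00846). Cd86 lost its call without AEG-1 KO replicate 2 (edgeR adjusted p = 0.0579). Of 24 alternative M2 activation markers, 6 rose and 1 fell (12 changed when adjusted over the list alone; camera adjusted p = 0.0084; adjusted p = 0.112 with an estimated correlation). Ccl8 rose by a log2 fold change of 0.87 and Trem2 by 0.54 (edgeR adjusted p = 0.000322 and 0.00597), while the cytokine gene Il10 fell from 41.8 ± 1.41 to 26.9 ± 3.01 CPM (edgeR adjusted p = 0.00169).

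Inflammatory genes moved in both directions, in libraries where the median log2 fold changes of monocyte, neutrophil and stromal markers were 0.45, 0.49 and 0.70. NF-kB target genes held 6 rises and 6 falls among 41 members (18 changed when adjusted over the list alone) and the list was not called (camera adjusted p = 0.765). Vcam1 and Cd83 rose by log2 fold changes of 0.71 and 0.63 (both edgeR adjusted p = 0.000374), and the chemokine Ccl4 fell by 0.39 on the log2 scale (edgeR adjusted p = 0.00465). Of 25 classical M1 markers, 4 rose and 3 fell (15 changed when adjusted over the list alone); the median log2 fold change was -0.06 and the mean 0.02, and the list was not called (camera adjusted p = 0.82). Among 39 cytokines and chemokines, 7 rose and 4 fell (23 changed when adjusted over the list alone; camera adjusted p = 0.0225; adjusted p = 0.119 with an estimated correlation). Pf4 and Ccl6 rose by log2 fold changes of 0.56 and 0.38 (edgeR adjusted p = 0.00128 and 0.00162). The list's call was lost without WT replicate 2 or AEG-1 KO replicate 1 (camera adjusted p = 0.0568 and 0.153). Interferon-stimulated genes were called lower (camera adjusted p = 0.00383; adjusted p = 0.503 with an estimated correlation). Of 51, 2 rose and 7 fell, and 19 changed when adjusted over the list alone. Usp18 and Isg15 both fell by 0.37 on the log2 scale (edgeR adjusted p = 0.00462 and 0.00547). Ly6e on chromosome 15 rose by a log2 fold change of 0.40 (edgeR adjusted p = 0.00343).

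Metabolic and ribosomal lists were measured in these same libraries, whose monocyte, neutrophil and stromal markers had median log2 fold changes of 0.45, 0.49 and 0.70. Of 35 glycolysis and hypoxia genes, none rose and 5 fell (8 changed when adjusted over the list alone; camera adjusted p = 0.000892; adjusted p = 0.112 with an estimated correlation). Ndrg1, a hypoxia-responsive gene that lies on chromosome 15, fell from 463 ± 12.7 to 253 ± 10.6 CPM (edgeR adjusted p = 1.28e-05), and Hk2, which phosphorylates glucose, fell by 0.31 on the log2 scale (edgeR adjusted p = 0.00261). In cytosolic ribosomal proteins 1 of 60 genes fell, Rpl30, with 1 changed when adjusted over the list alone (camera adjusted p = 0.00666; adjusted p = 0.386 with an estimated correlation). Without chromosome 15, where Rpl30 lies, the list was not called (camera adjusted p = 0.243). In oxidative phosphorylation 1 of 47 genes fell, Atp5o by 0.25 on the log2 scale (edgeR adjusted p = 0.0322), and 0 changed when adjusted over the list alone (camera adjusted p = 0.04; adjusted p = 0.617 with an estimated correlation). Without WT replicate 2, AEG-1 KO replicate 1 or AEG-1 KO replicate 2 the calls of this list (camera adjusted p = 0.139, 0.133 and 0.098) and of Atp5o (edgeR adjusted p = 0.142, 0.113 and 0.137) were lost. All 37 mitochondrially encoded genes were listed at 0 in every library.

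Of 16 dendritic cell markers, 1 rose (Cd83) and 1 fell (Fscn1, edgeR adjusted p = 0.037), and 3 changed when adjusted over the list alone. The list was called higher (camera adjusted p = 0.047; adjusted p = 0.165 with an estimated correlation). That call was lost without WT replicate 2 or 3 or AEG-1 KO replicate 2 or 3 (camera adjusted p = 0.102, 0.126, 0.0758 and 0.12). Fscn1 lost its call without WT replicate 1 or 2 or AEG-1 KO replicate 1 or 2 (edgeR adjusted p = 0.0676, 0.0854, 0.103 and 0.14). Of 11 erythroid and megakaryocyte markers 1 rose, Pf4, with 5 changed when adjusted over the list alone (camera adjusted p = 0.0094; adjusted p = 0.119 with an estimated correlation). B cell markers went both ways, with Pax5 and Cr2 higher and Ighm and Blnk lower among 13 members (edgeR adjusted p from 0.000825 to 0.0391; 6 changed when adjusted over the list alone; camera adjusted p = 0.903). Cr2, at 0.116 CPM in WT and 0.309 CPM in AEG-1 KO, lost its call without any 1 of the 6 libraries (edgeR adjusted p from 0.0598 to 0.144). Osteoclast markers did so too, with Dcstamp on chromosome 15 and Atp6v0d2 higher and Mmp9 and Acp5 lower among 11 members (edgeR adjusted p from 0.0016 to 0.0224; 5 changed when adjusted over the list alone; camera adjusted p = 0.364). Atp6v0d2 lost its call without WT replicate 2, AEG-1 KO replicate 2 or AEG-1 KO replicate 3 (edgeR adjusted p = 0.102, 0.115 and 0.081). No member passed the test among 6 mast cell, basophil and eosinophil markers (camera adjusted p = 0.224; 1 changed when adjusted over the list alone), 5 adipocyte markers (camera adjusted p = 0.93; 0 changed when adjusted over the list alone) or 3 T and NK cell markers, a list too short for camera.

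The remaining lists were not called. In the cell cycle, 0 of 35 S phase genes and 1 of 34 mitotic genes (Cenpa, edgeR adjusted p = 0.0216) passed the test. Adjusted over the list alone, 0 and 1 changed (camera adjusted p = 0.342 and 0.222). Cenpa lost its call without WT replicate 2, AEG-1 KO replicate 2 or AEG-1 KO replicate 3 (edgeR adjusted p = 0.077, 0.093 and 0.0716). In lipid synthesis, 1 of 25 cholesterol synthesis genes (Sqle on chromosome 15, edgeR adjusted p = 0.00611) and 0 of 21 fatty acid synthesis genes changed, and 1 and 0 changed when adjusted over the list alone (camera adjusted p = 0.82 and 0.993). Among 34 PPAR target and fatty acid oxidation genes, 3 rose and 1 fell (5 changed when adjusted over the list alone; camera adjusted p = 0.227). Plin2 rose and Acot7 fell (edgeR adjusted p = 0.00755 and 0.00453). The 3 rises, Plin2, Angptl4 and Acot1, all lost their calls without AEG-1 KO replicate 2 (edgeR adjusted p = 0.0526, 0.0625 and 0.0818). Acot1 also lost its call without WT replicate 2 or AEG-1 KO replicate 3 (edgeR adjusted p = 0.0913 and 0.0645). NRF2 targets held 1 rise (G6pdx) and 1 fall (Ugdh) among 27 genes (edgeR adjusted p = 0.037 and 0.0139; 4 changed when adjusted over the list alone; camera adjusted p = 0.93). G6pdx lost its call without any 1 of the 6 libraries (edgeR adjusted p from 0.0598 to 0.17), and Ugdh without AEG-1 KO replicate 2 or 3 (edgeR adjusted p = 0.0871 and 0.056). Immediate-early genes held 3 rises among 29, Nr4a1, Fosl2 and Fos (edgeR adjusted p from 0.0311 to 0.0381; 3 changed when adjusted over the list alone; camera adjusted p = 0.15). Fosl2 lost its call without any 1 of the 6 libraries (edgeR adjusted p from 0.0543 to 0.171). Nr4a1 and Fos lost theirs without each library except WT replicate 1 (edgeR adjusted p from 0.05 to 0.119 and from 0.0524 to 0.154). The immediate-early list was called without WT replicate 1 or AEG-1 KO replicate 1 (camera adjusted p = 0.00361 and 0.0434), and the mitotic list without WT replicate 3 or AEG-1 KO replicate 3 (camera adjusted p = 0.0324 and 0.0323). Of 16 reported AEG-1 partners and silencing complex genes, 1 fell, Ago1, by 0.19 on the log2 scale (edgeR adjusted p = 0.0265; 3 changed when adjusted over the list alone; camera adjusted p = 0.286). Ago1 lost its call without WT replicate 2 or AEG-1 KO replicate 1, 2 or 3 (edgeR adjusted p = 0.13, 0.0558, 0.136 and 0.0833). Xist stood at 1607 ± 53.8 CPM in WT and 1655 ± 33.3 CPM in AEG-1 KO (SD, n = 3; edgeR adjusted p = 0.602). Camera called 20 of 34 lists, 13 higher and 7 lower. With an estimated correlation 3 of them held: monocyte and progenitor markers, adhesion, migration and matrix remodelling, and the stress response. Their estimates, -0.024, -0.009 and 0.003, were below the preset 0.01, yet their adjusted p rose too. Of the lists that lost their call, M2 (-0.033), erythroid (-0.061), dendritic (-0.029) and cytokine (-0.002) lists also had estimates below 0.01. The others lay above it. The losses therefore cannot be read as an effect of correlation alone.

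**Figure D3:**
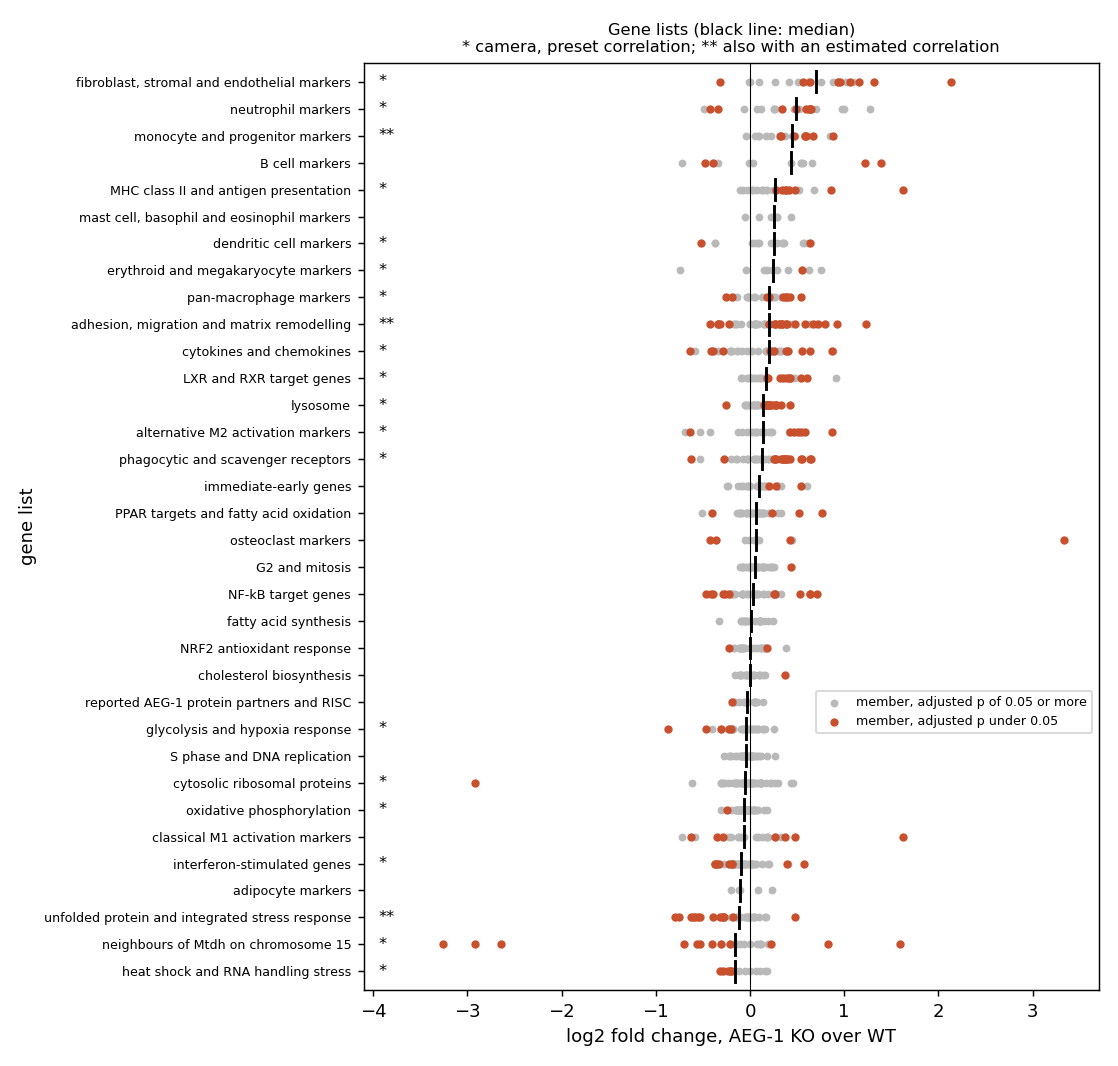
Log2 fold change (AEG-1 KO over WT) of each tested member of the 34 lists, with members at an edgeR adjusted p under 0.05 in red and the list median as a black line. Stars mark the 20 lists called by camera at the preset correlation, and double stars the 3 also called with an estimated correlation.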

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

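The removal of the length and GC trend, thinning, and leaving out chromosome 15 or pseudogenes were chosen after the data were seen. The fall of Mtdh passed the threshold in all fits that kept it. No called named gene and no called list changed direction in an alternative that tested it. Against 1023 changed genes, 533 higher and 490 lower, the edgeR exact test gave 1530, 793 and 737. An absolute log2 fold change of at least 1 left 66, 37 and 29, and an adjusted p under 0.01 left 393, 195 and 198, by construction. With the length and GC trend removed there were 2278, 1109 and 1169, of which 1010 were among the 1023. Deviations of the libraries followed GC content in opposite directions within each genotype. Spearman correlations were 0.471, 0.206 and -0.508 in WT replicates 1 to 3 and -0.343, -0.177 and 0.371 in AEG-1 KO replicates 1 to 3. Log2 fold changes followed GC content at only -0.055. Whether this spread underlies the higher count was not tested. Leaving out 1 library gave 380 to 1092 changed genes, 184 to 518 higher and 196 to 574 lower, with fewer samples, and 17 to 21 lists. The count of changed genes was 964, 441 and 1092 without WT replicates 1, 2 and 3, and 667, 380 and 606 without AEG-1 KO replicates 1, 2 and 3. In these fits 25 named genes lost their call at least once, Cr2, Fosl2 and G6pdx in all 6 and Col3a1, Fos, Hspd1 and Nr4a1 in 5, and 3 lists did: dendritic cell markers, oxidative phosphorylation, and cytokines and chemokines. Of 107 called named genes, 3 lost their call with no filter on low counts and 45 with the replicate number as a block. Upper-quartile scaling, library totals alone and thinning each lost 1 of the 107. Without chromosome 15, 1 of the 93 still tested lost its call. With an estimated correlation 3 of the 20 lists held, and fry called 18, 17 of them among the 20. Dendritic cell markers also lost their call with library totals alone (adjusted p = 0.0508), with camera on limma-voom values, after thinning, without pseudogenes and with the length and GC trend removed, and oxidative phosphorylation with the trend removed (0.111). Adjusted p for the dendritic list ran up to 0.165 over its alternatives. Cytosolic ribosomal proteins lost theirs without chromosome 15 (0.243) and with limma-voom values (0.0843). Fry tests a list against no change rather than against other genes. It did not call cytosolic ribosomal proteins (fry adjusted p = 0.124), interferon-stimulated genes (0.124) or oxidative phosphorylation (0.208).

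With the replicate number as a block, 227 genes were called, 113 higher and 114 lower, and 20 lists. The deviations gave no sign that the numbers pair the libraries. Those of same-numbered libraries correlated at -0.459, -0.299 and -0.497, and no library correlated best with its own number. The deviations also followed GC content, with opposite signs in WT and AEG-1 KO replicates 1 (Spearman 0.471 and -0.343) and replicates 3 (-0.508 and 0.371). This check may therefore reflect the GC trend and cannot exclude a pairing.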

Other observations

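The main fit and camera on the fixed lists in that fit, with a preset and an estimated correlation, were set beforehand. All other tests in this part were chosen after the data were seen, as were the genes picked for them. The Kruskal-Wallis tests, the test of family sums and the test of fibroblast transcripts outside the lists were added after the first tests of the same patterns had given their results. Among 211 groups of protein-coding genes with a shared symbol stem and 8 or more tested members, camera called 7 and none with an estimated correlation. The Ly stem, which includes the Ly6 cluster of chromosome 15, had 6 rises and no fall among 12 genes (camera adjusted p = 1.3e-06; adjusted p = 0.969 with an estimated correlation). Collagen genes (Col) had 7 rises and no fall among 26 (camera adjusted p = 0.000424; adjusted p = 0.997 with an estimated correlation), and zinc finger genes (Zfp) 11 rises and 1 fall among 344 (camera adjusted p = 0.00225; adjusted p = 0.997 with an estimated correlation). The Tlr stem had 3 rises and 1 fall among 10 genes and the Cyp stem 3 rises and no fall among 17, both called higher (camera adjusted p = 0.00389 and 0.00496). The Rpl stem had 2 falls and no rise among 51 and the Myo stem 4 falls and no rise among 16, both called lower (camera adjusted p = 0.0221 and 0.0459). With an estimated correlation, each of these 4 stems had an adjusted p = 0.997.

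The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 1023 changed genes, 533 higher and 490 lower, against at most 18 in any other, and 1 of 10 splits, the real one, reached each of these counts. For gene lists the real split gave 20 calls and the highest other split 12, so camera at the preset correlation also called lists between mixed groups.

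Changed genes clustered around Mtdh on chromosome 15. Within 20 Mb, 25 of 66 tested genes were called (37.9%), against 6.2% on other chromosomes, and rotating the calls along the gene order reached 25 in 8 of 10000 rotations (permutation p = 9e-04), which argues against chance placement. Shared reads do not account for it, since 15 of 40 genes there without a near-identical copy were called (Fisher's exact test against other chromosomes, p = 7.45e-09). The share called was 13.4% at 20 to 40 Mb and 5.5% beyond. DNA linked to the targeted locus that differs between the lines and a local effect of the altered allele on its neighbours both predict such a decline and stay open. So does the background of the AEG-1 KO line, which the labels give as C57BL/6. To account for the whole decline, a local effect would have to reach past 20 Mb, where 13.4% were called at 20 to 40 Mb. How far such an effect reaches was not tested. Calls among related pseudogenes of other chromosomes (Fisher's exact test, p = 5.48e-05) do not decide between these explanations, since the family sums of the pseudogenes were not all kept.

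Of 20 tested pseudogenes whose closest protein-coding relative lies within 20 Mb of Mtdh, 6 were called (30%), against 52 of 1559 others (3.3%; Fisher's exact test, p = 4.92e-05). A change in RNA level that pseudogenes follow is argued against for 2 of the 6, Gm12191 and Gm20305, which rose while Rpl30 and Polr2k fell. Reads that only move among the listed copies should leave a family's sum in place, which is argued against for Polr2k (15.4 ± 1.62 CPM in WT and 10.8 ± 1.13 CPM in AEG-1 KO, SD, n = 3; log2 ratio -0.51) and Eif3e (165 ± 10.3 and 204 ± 10.9 CPM; log2 ratio 0.31). For Rpl30 and 6 related pseudogenes the sum was 334 ± 24.8 CPM in WT and 308 ± 9.61 CPM in AEG-1 KO (SD, n = 3; log2 ratio -0.12), a difference of -25.9 ± 15.3 CPM (SE), against -57.2 CPM in Rpl30 alone. Sequence differences that move reads between copies may therefore underlie part of the fall of Rpl30, as a hypothesis that the reads themselves could test, and for the called pseudogenes as a whole they stay open.

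Camera called monocyte, neutrophil and stromal markers higher at the preset correlation, but with an estimated correlation only the monocyte list (adjusted p = 0.0289, 0.112 and 0.106 with an estimated correlation). A length and GC trend as the whole cause of these calls is argued against, since all 3 lists were still called higher at the preset correlation with the trend removed (3 of 3, camera adjusted p from 4.09e-10 to 2.78e-05), where an estimated correlation was not run. A lower share of macrophages stays open: 9 of 10 lists of other cell types had a higher mean in AEG-1 KO, and 122 markers of 9 of these lists moved apart (Kruskal-Wallis permutation p = 0.0013), but this test includes the 3 lists picked for being higher and gave p = 0.65 over the 60 markers of the other 6, and the pan-macrophage mean, higher by 0.161 log2 CPM, decides nothing, since abundant markers hide a small fall. More fibroblasts remain open for the stromal list: of 23 tested fibroblast transcripts in none of the lists, 19 had positive log2 fold changes, with a median of 0.36, above random lists matched on expression (permutation p = 2e-04, the smallest that 10000 lists can give), although only 4 rose past the test and the most abundant, Lox, fell from 758 to 590 CPM (edgeR adjusted p = 0.0152). The fold changes of 14 stromal members differed (a heterogeneity test of their edgeR log2 fold changes gave 3.79e-07), which was first read against fibroblasts but excludes nothing, as macrophages may make some of these transcripts, and Bgn, Sparc and Col3a1 reached only 3.79, 6.09 and 2.78 CPM in AEG-1 KO.

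Within the stress response list, whether the fall lies in targets of the transcription factor ATF4 rather than in endoplasmic reticulum chaperones stays open. Of 20 members assigned to ATF4, 11 fell and none rose, with a median log2 fold change of -0.28, while of 18 chaperone members 2 fell and 1 rose, with a median of -0.01. The members were divided with their values already seen, and the division was revised once, so the permutation of the members (p = 0.00089, and 0.00027 in a first division that left out 4 members) decides nothing.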
